# Genomic Counter-Stress Changes Induced by the Relaxation Response

**DOI:** 10.1371/journal.pone.0002576

**Published:** 2008-07-02

**Authors:** Jeffery A. Dusek, Hasan H. Otu, Ann L. Wohlhueter, Manoj Bhasin, Luiz F. Zerbini, Marie G. Joseph, Herbert Benson, Towia A. Libermann

## Abstract

**Background:**

Mind-body practices that elicit the relaxation response (RR) have been used worldwide for millennia to prevent and treat disease. The RR is characterized by decreased oxygen consumption, increased exhaled nitric oxide, and reduced psychological distress. It is believed to be the counterpart of the stress response that exhibits a distinct pattern of physiology and transcriptional profile. We hypothesized that RR elicitation results in characteristic gene expression changes that can be used to measure physiological responses elicited by the RR in an unbiased fashion.

**Methods/Principal Findings:**

We assessed whole blood transcriptional profiles in 19 healthy, long-term practitioners of daily RR practice (group M), 19 healthy controls (group N_1_), and 20 N_1_ individuals who completed 8 weeks of RR training (group N_2_). 2209 genes were differentially expressed in group M relative to group N_1_ (p<0.05) and 1561 genes in group N_2_ compared to group N_1_ (p<0.05). Importantly, 433 (p<10_−10_) of 2209 and 1561 differentially expressed genes were shared among long-term (M) and short-term practitioners (N_2_). Gene ontology and gene set enrichment analyses revealed significant alterations in cellular metabolism, oxidative phosphorylation, generation of reactive oxygen species and response to oxidative stress in long-term and short-term practitioners of daily RR practice that may counteract cellular damage related to chronic psychological stress. A significant number of genes and pathways were confirmed in an independent validation set containing 5 N_1_ controls, 5 N_2_ short-term and 6 M long-term practitioners.

**Conclusions/Significance:**

This study provides the first compelling evidence that the RR elicits specific gene expression changes in short-term and long-term practitioners. Our results suggest consistent and constitutive changes in gene expression resulting from RR may relate to long term physiological effects. Our study may stimulate new investigations into applying transcriptional profiling for accurately measuring RR and stress related responses in multiple disease settings.

## Introduction

The relaxation response (RR) has been defined as a mind-body intervention that offsets the physiological effects caused by stress [1], [2]. The RR has been reported to be useful therapeutically (often as an adjunct to medical treatment) in numerous conditions that are caused or exacerbated by stress [3]–[6].

Mind-body approaches that elicit the RR include: various forms of meditation, repetitive prayer, yoga, tai chi, breathing exercises, progressive muscle relaxation, biofeedback, guided imagery and Qi Gong [7]. One way that the RR can be elicited is when individuals repeat a word, sound, phrase, prayer or focus on their breathing with a disregard of intrusive everyday thoughts [2]. The non-pharmacological benefit of the RR on stress reduction and other physiological as well as pathological parameters has attracted significant interest in recent years to decipher the physiological effects of the RR. In addition to decreased oxygen consumption [8]–[10], other consistent physiologic changes observed in long-term practitioners of RR techniques include decreased carbon dioxide elimination, reduced blood pressure, heart and respiration rate [1], [2], [11], prominent low frequency heart rate oscillations [12] and alterations in cortical and subcortical brain regions [13], [14].

Despite these observations and the well-established clinical effects of RR-eliciting practices [15], [16], the mechanisms underlying the RR have not been identified. Similarly, the impact of the RR on gene expression and signaling pathways has not yet been explored in detail, although a transcriptional profiling study of Qi Gong [17] practitioners, another RR method, revealed apparent distinct gene expression differences between Qi Gong practitioners and age matched controls. It is likely that differences in gene expression may be an underlying factor in the physiologic and psychologic changes noted above. Toward that end, we conducted a study to explore the gene expression profile of healthy long-term practitioners versus healthy age and gender matched controls. As a further evaluation, we provided 8-weeks of RR training to the control subjects and re-assessed their gene expression.

## Results

### Patient characteristics

This study includes both cross sectional and an 8-week prospective design. Healthy adults were enrolled, comprising 2 groups: individuals with a long-term RR practice (group M; n = 19) or those with no prior RR experience (novice; group N_1_; n = 19). Group N_1_ novices, furthermore, underwent 8-weeks of RR training (Group N_2_; n = 20) for the prospective analysis. In the cross sectional study, we compare gene expression profiles (GEP) in whole blood between groups M and N_1_, whereas in the prospective study GEP is compared for each individual novice subject before and after RR experience, matched individuals of groups N_1_ versus N_2_ respectively.

### Gene expression changes associated with the RR

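The original data set holds 58 arrays of whole blood RNA: 19 of group N_1_, 20 of group N_2_ and 19 of group M. Of the novices, 19 have an array from before and an array from after the 8 weeks of training, and these form the pairs of the prospective comparison. The deposited values are MAS5 signal intensities on a linear scale, 1 per probe set and array. The authors corrected background and summarized probe sets within each array, and scaled each array so that its mean after trimming of 2% at each end met the same target. No further normalization between arrays was applied here.

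Signals were analysed as log2(signal + 16). Of 54613 probe sets other than the chip's controls, the 27306 in the upper 50% by mean log2 value over the 58 arrays were tested, which corresponds to mean signals above 57.7. Among these, 21753 carry a single gene symbol, for 12931 genes. Each comparison was fitted with limma (moderated test, two-sided), with the individual as a block for N_2_ vs. N_1_, and p-values were adjusted by the Benjamini-Hochberg method. For functional groups, each array received a score, the mean log2 value over the genes of a list with 1 probe set per gene, and scores were compared by a two-sided permutation test with 100000 resamples of arrays, or of signs within pairs. The number of arrays limits the precision of all values: the median standard error of a log2 difference was 0.17 for M vs. N_1_ and 0.15 for N_2_ vs. N_1_.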

Transcriptional differences between the different groups and within individuals before and after the RR are assessed by microarray analysis using Affymetrix HG-U133 Plus 2.0 genechips (www.affymetrix.com). This technology is a well established and reliable method to assess global gene expression differences [18]. Comparing group M (subjects with long term RR practice) to group N_1_ (subjects prior to RR training), we find statistically significant differential expression of 2209 genes; 1275 significantly up-regulated and 934 significantly down-regulated in M vs. N_1_. Additionally, 1561 genes are differentially expressed in novices after RR experience, N_2_ vs. N_1_; 874 significantly up-regulated and 687 significantly down-regulated. 

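UTRN, which encodes the cytoskeletal linker protein utrophin, was higher in group M than in N_1_ by 0.55 on the log2 scale (SE 0.14, unadjusted p = 0.000408 from limma), and 16 of 19 M arrays lay above the N_1_ median. FEZ2, whose product takes part in axon growth and vesicle transport, was higher by 0.64 (SE 0.18, unadjusted p = 0.000720, 18 of 19 M arrays above the N_1_ median). Mean signals in N_1_ were 50.0 for UTRN and 49.4 for FEZ2, under the filter's 57.7. In validation M vs. N_1_ FEZ2 differed by −0.19 (SE 0.39), and UTRN did not pass the filter there. The genes named here are given by the probe set with the smallest p, a choice that favours a difference. COQ8B, which acts in coenzyme Q synthesis, was higher by 0.70 (SE 0.20, unadjusted p = 0.00111), and MTOR, the kinase that couples growth to nutrients, by 0.78 (SE 0.23, unadjusted p = 0.00179). SSBP3, a transcriptional cofactor, differed by −0.47 (SE 0.12, unadjusted p = 0.000291, 3 of 19 M arrays above the N_1_ median), and BARD1, a ubiquitin ligase subunit that acts in DNA repair, by −0.64 (SE 0.17, unadjusted p = 0.000352).

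The largest difference among probe sets with an unadjusted p under 0.05 was that of LAIR2, a secreted collagen receptor. It was at 7.19 ± 1.43 (SD, n = 19) in N_1_ and 5.80 ± 1.19 (SD, n = 19) in M, a log2 difference of −1.39 (SE 0.40, unadjusted p = 0.00110). Its mean signal was 130.4 in N_1_ and 39.8 in M, the latter under the filter's 57.7. LAIR2 did not pass the filter in the validation arrays. Other genes among those with the most extreme moderated statistics were TP53AIP1, SMIM27 and the antisense transcript BBOX1-AS1, higher by 0.53, 0.90 and 0.48, and TAF9B, MAP3K12 and the non-coding TWF2-DT and LOC105374809, which differed by −0.71, −0.83, −0.77 and −0.69.

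None of these genes passed adjustment. In limma 0 of 27306 probe sets had an adjusted p under 0.05, and the methods' t-test gave 0 as well, on log2 values and on linear signal. At an unadjusted p under 0.05, limma gave 755 probe sets, 415 higher and 340 lower in M, in 561 genes, where 1365.3 are expected if no probe set differs. The methods' t-test gave 767 on log2 values and 803 on linear signal. The balance in limma depended on the filter: 192 were higher and 214 lower with the upper 30%, and 1393 and 599 without a filter. The median size of the log2 difference among the 755 was 0.40.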

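GTF3C5, a subunit of the general transcription factor for RNA polymerase III, had the smallest p of the comparison: its log2 change from N_1_ to N_2_ was −0.82 (SE 0.18, unadjusted p = 0.000158 from limma), and it was higher after training in 2 of 19 pairs. VARS1, the tRNA synthetase for valine, had a log2 change of −0.78 (SE 0.20, unadjusted p = 0.000582, higher in 4 of 19 pairs). SLC24A1, a sodium and calcium exchanger, differed by −0.74 (SE 0.19), ARID1B, a subunit of a chromatin remodelling complex, by −0.69 (SE 0.18) and ITPRIP, which binds the receptor for inositol trisphosphate, by −0.40 (SE 0.10).

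In the other direction, ATP2A2, the calcium pump of the endoplasmic reticulum, was higher by 0.69 (SE 0.21, unadjusted p = 0.00324) and in 16 of 19 pairs. PSMB2, a catalytic-core subunit of the proteasome, was higher by 0.63 at 1 of its probe sets (SE 0.16, unadjusted p = 0.000673, 15 of 19 pairs), whereas its brightest probe set differed by 0.07 (SE 0.09, unadjusted p = 0.468). CCDC15, RAPGEF2 and INPP5D, which encode a coiled-coil protein, an exchange factor for Rap and a lipid phosphatase of blood cells, were higher by 0.49, 0.58 and 0.44, each in 15 of 19 pairs. MRC2, PHC2 and DEPDC1 were higher by 0.60, 0.59 and 0.42. Mean signals in N_1_ were 51.8 for ATP2A2, 52.6 for RAPGEF2 and 46.4 for PHC2, under the filter's 57.7.

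With the individual as a block, limma called 0 of 27306 probe sets at an adjusted p under 0.05, and the methods' paired t-test called 0. At an unadjusted p under 0.05, 658 probe sets in 494 genes differed, 325 higher and 333 lower in N_2_. The methods' paired t-test gave 647 on log2 values and 639 on linear signal. The median log2 change among the 658 had a size of 0.37. Without the individual as a block, 342 probe sets had an unadjusted p under 0.05.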

Comparison of gene lists from M vs. N_1_, N_2_ vs. N_1_ and M vs. N_2_ with Venn diagrams reveals significant overlap (Fig. 1a). Significance of overlaps is calculated using hypergeometric distributional assumption [19] and p-values are adjusted using Bonferroni correction for multiple comparisons [20]. Heatmaps were generated from genes in the intersecting areas of the Venn diagrams (Fig. 1b). We find 316 up-regulated and 279 down-regulated genes are differentially expressed in group M compared to both group N_1_ and N_2_; these changes in GEP are only observed in long-term RR practitioners. Similarly, 260 genes are up-regulated and 168 genes are down-regulated in both groups M and N_2_ compared to N_1_; they represent GEP changes characteristic of RR practice over at least 8 weeks.

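TAF9B, a subunit of the general transcription factor TFIID, was lower in group M than in both novice groups: it differed from N_2_ by −0.79 on the log2 scale (SE 0.23, unadjusted p = 0.00104 from limma), close to its difference from N_1_. MAP3K12, a kinase of the JNK pathway, differed from N_2_ by −0.74 (SE 0.25, unadjusted p = 0.00466), and LAIR2 by −0.99 (SE 0.39, unadjusted p = 0.0155). UTRN was higher in M than in N_2_ by 0.52 (SE 0.19, unadjusted p = 0.00819), SMIM27 by 0.67 (SE 0.25, unadjusted p = 0.00986) and FEZ2 by 0.43 (SE 0.17, unadjusted p = 0.0167).

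The comparison of M with N_2_ had 0 of 27306 probe sets at an adjusted p under 0.05 in limma and 0 by the methods' t-test. At an unadjusted p under 0.05 it had 637 in limma, 383 higher and 254 lower in M, and 632 by the methods' t-test on log2 values. Of these, 156 also had an unadjusted p under 0.05 in the same direction against N_1_, 95 higher and 61 lower, and 0 in the opposite direction. If the 2 comparisons were independent, 8.98 would be shared, but both use the same 19 M arrays. When unchanged groups were simulated against these M arrays, the mean number shared was 387.6 (6 to 2984 over 100 simulations), and 69 of 100 shared as many. The simulated lists were longer, and independent lists of their lengths would share 54.4. When the M arrays were divided between the comparisons, a mean of 15.8 probe sets was shared in the same direction (8 to 22 over 100 draws) and 19.5 in opposite directions, beside 16.6 for independent lists.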

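SSBP3 and BARD1, lower in group M than in N_1_, were also lower in novices after training, with log2 changes from N_1_ to N_2_ of −0.26 (SE 0.10, unadjusted p = 0.0189 from limma) and −0.42 (SE 0.16, unadjusted p = 0.0161). COQ8B and MTOR were higher in N_2_ by 0.46 (SE 0.21, unadjusted p = 0.0355) and 0.54 (SE 0.24, unadjusted p = 0.0353). In the pairs of the validation data set COQ8B and MTOR went the other way, by −0.42 (SE 0.46) and −0.95 (SE 0.44). SSBP3 and BARD1 differed there by −0.29 (SE 0.34) and −0.07 (SE 0.38). In validation M vs. N_1_ SSBP3 and BARD1 differed by −0.11 (SE 0.26) and 0.34 (SE 0.33). COQ8B and MTOR differed in that comparison by −0.29 (SE 0.35) and −0.03 (SE 0.57). CCDC15 and ATP2A2, higher after training, were higher in M than in N_1_ by 0.44 (SE 0.15, unadjusted p = 0.00615) and 0.50 (SE 0.23, unadjusted p = 0.0353). In the validation arrays CCDC15 differed by −0.28 (SE 0.36) after training and −0.11 (SE 0.40) in M. ATP2A2 differed there by 0.08 (SE 0.42) and −0.28 (SE 0.44).

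In total 78 probe sets had an unadjusted p under 0.05 in the same direction in M vs. N_1_ and N_2_ vs. N_1_, 47 higher and 31 lower, and 0 went in opposite directions. Independent lists of these lengths would share 9.09. The N_1_ arrays enter both comparisons, however, and unchanged groups simulated against the same N_1_ arrays shared a mean of 249.7 (0 to 2193 over 100 simulations), with 62 of 100 simulations sharing as many. These simulated lists were longer than the real ones, and would share 55.1 if independent. When the N_1_ arrays were divided between the comparisons, a mean of 13.9 probe sets was shared in the same direction (3 to 45 over 100 draws) and 23.3 in opposite directions, where independent lists would share 14.6. Without the individual as a block in N_2_ vs. N_1_, 48 were shared. From its overlaps, including that of all 3 comparisons, the paper concludes that short-term and long-term practice each bring distinct and consistent changes of expression in blood cells.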

**Figure 1:**
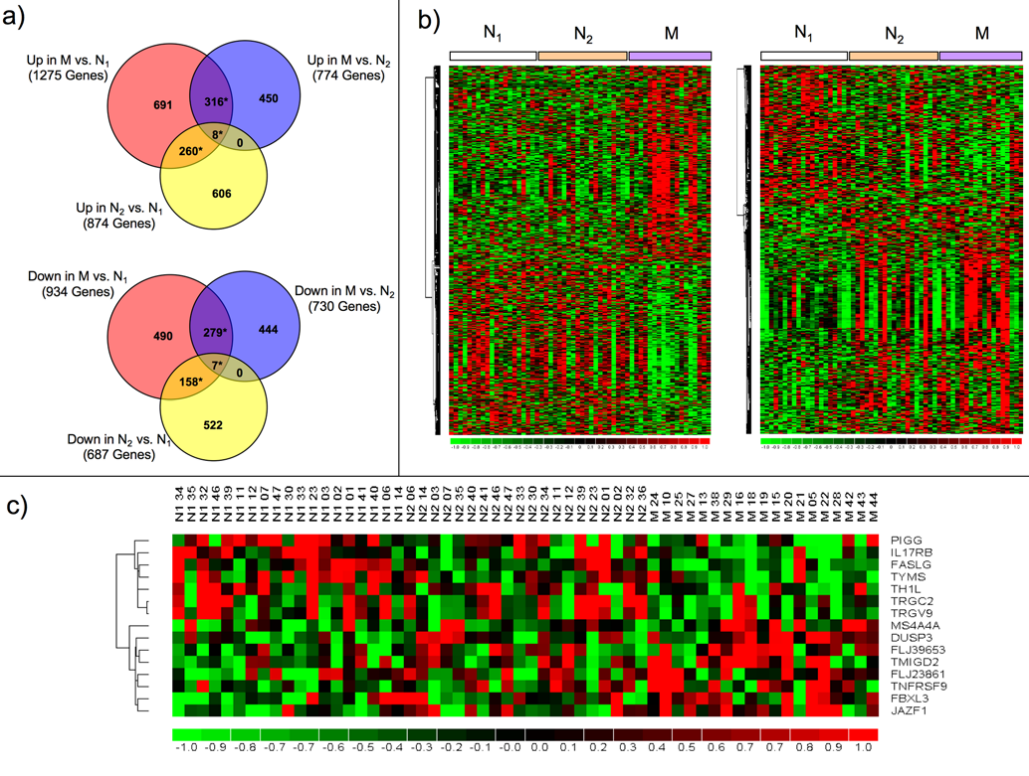
Gene Ontology Analysis. Analysis of differentially expressed genes: a) Venn diagrams: * indicates significant overlaps (p<10^6^); b) Heatmaps of the 595 differentially regulated genes in both M vs. N_1_ and M vs. N_2_ (left) and the 418 differentially regulated genes in both M vs. N_1_ and N_2_ vs. N_1_; c) Heatmap of 15 genes in the intersection of all three groups (gene symbols listed on the right). In heatmaps, rows represent genes and columns represent samples from N_1_, N_2_, and M groups. Genes are clustered using row-normalized signals and mapped to the [−1,1] interval (shown in scales beneath each heatmap). Red and green represent high and low expression values, respectively.

Heatmaps generated using these genes exhibit consistent GEP changes across the three groups with a few samples in each group resembling the GEP of another group. To determine if any demographic characteristics (e.g. age, ethnicity , etc.) influences this observation, we clustered each group separately using the same set of genes. For each cluster analysis, we calculated the significance of observing a characteristic among the samples in the subgroups formed. We found that number of times M subjects reported eliciting the RR per week was significantly associated with the subgroups formed when M samples were clustered using genes differentially expressed in long term RR practitioners only. Specifically, there were 316 up-regulated and 279 down-regulated genes differentially expressed in group M compared to both group N_1_ and N_2_; (Fig. 1b). All remaining cluster analyses revealed no such significant influence of demographic characteristics (see online supplementary data).

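TYMS, the thymidylate synthase that supplies thymidine for DNA synthesis, was lower after training and lower again in group M: 7.72 ± 0.38 (SD, n = 19) in N_1_, 7.52 ± 0.33 (SD, n = 20) in N_2_ and 7.21 ± 0.58 (SD, n = 19) in M, on the log2 scale. Its log2 difference was −0.52 for M vs. N_1_ (SE 0.16, unadjusted p = 0.00226 from limma), −0.21 for N_2_ vs. N_1_ (unadjusted p = 0.0393) and −0.31 for M vs. N_2_ (unadjusted p = 0.0438). FASLG, the Fas ligand of cytotoxic lymphocytes, followed the same order at 1 of its probe sets, with −0.65 for M vs. N_1_ (SE 0.17, unadjusted p = 0.000423, 1 of 19 M arrays above the N_1_ median), −0.24 for N_2_ vs. N_1_ (unadjusted p = 0.0473) and −0.42 for M vs. N_2_ (unadjusted p = 0.0167). Another FASLG probe set, of about the same mean signal over all arrays, differed by −0.15 in M vs. N_1_ (unadjusted p = 0.198) and by 0.04 in N_2_ vs. N_1_. DUSP3, a phosphatase of MAP kinases, went the other way, from 7.17 ± 0.76 in N_1_ to 7.56 ± 0.61 in N_2_ and 7.86 ± 0.47 in M (SD). Its log2 difference was 0.69 for M vs. N_1_ (SE 0.20, unadjusted p = 0.00112) and 0.42 for N_2_ vs. N_1_ (SE 0.15, unadjusted p = 0.0115).

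TYMS and FASLG were the only 2 probe sets of the 27306 with an unadjusted p under 0.05 in the same direction in all 3 comparisons. Without the individual as a block there were 0, and 0 with the individual as a random block. Unchanged groups in simulation gave a mean of 2.68 such probe sets and at most 24, from longer lists of 1433.8, 1508.7 and 1432.8 probe sets on average.

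Of the 15 genes named in Fig. 1c, 10 have a tested probe set with a single symbol. By the brightest probe set of each, 8 of 10 differed in the figure's direction in M vs. N_1_, 6 in N_2_ vs. N_1_, and 6 kept one order over the 3 groups. By the probe set with the smallest p in M vs. N_1_, a choice that favours a difference, 9 of 10 kept the figure's order and JAZF1 the reverse, with NELFCD at −0.42 (unadjusted p = 0.0140) and IL17RB at −0.17 (unadjusted p = 0.406). In the validation arrays 2 of 10 differed in the figure's direction in M vs. N_1_ and 8 of 10 in N_2_ vs. N_1_. PIGG, which acts in the synthesis of membrane anchors, differed by −0.29 in M vs. N_1_ (SE 0.10, unadjusted p = 0.00466), MS4A4A, a surface protein of monocytes, by 0.36 (SE 0.16, unadjusted p = 0.0253), and TMIGD2, a receptor of T cells, by 0.43 (SE 0.20, unadjusted p = 0.0337). TNFRSF9, IL17RB, JAZF1 and NELFCD (TH1L in the figure) differed by 0.37, 0.02, −0.12 and −0.06 at the brightest probe set, with unadjusted p from 0.0524 to 0.916. None passed adjustment over all probe sets. Adjusted over the list alone, DUSP3, TYMS and PIGG passed in M vs. N_1_ and 0 genes in N_2_ vs. N_1_, which is not independent evidence because the study chose the genes on these samples.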

Finally, the intersection of all 3 areas (M vs. N_1_, N_2_ vs. N_1_ and M vs. N_2_) identifies genes with expression behavior that is monotonically changed between N_1_ to N_2_ to M (Fig. 1c). These results clearly demonstrate that short term as well as long term RR practice lead to distinct and consistent gene expression changes in hematopoietic cells.

### Signaling pathways modulated by the RR

We performed Expression Analysis Systematic Explorer (EASE) analysis [21] using M vs. N_1_, and N_2_ vs. N_1_ data-sets, to identify Gene Ontology (GO) categories where specific genes in these data occur more often than would be expected by random distribution of genes. These findings (and those of the validation data-set below) are summarized in Table 1, where select over-represented GO categories are listed along with specific genes differentially expressed in our data-sets. These categories include oxidative phosphorylation, ubiquitin-dependent protein catabolism, nuclear messenger RNA (mRNA) splicing, ribosomes, metabolic processes, regulation of apoptosis, NF-κB pathways, cysteine-type endo-peptidase activity and antigen processing. 

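COX7A2, a subunit of cytochrome c oxidase, was higher in group M than in N_1_ by 0.40 on the log2 scale (SE 0.19, unadjusted p = 0.0408 from limma), whereas CYCS, cytochrome c itself, differed by −0.35 (SE 0.19, unadjusted p = 0.0713). Of 70 genes of oxidative phosphorylation, 49 were higher and 21 lower in M, and the list's score was higher by 0.07 (SE 0.09, two-sided permutation p = 0.444). HLA-DPA1, a chain of a class II antigen-presenting molecule, was higher by 0.74 (SE 0.30, unadjusted p = 0.0175), while the 28 genes of antigen processing were divided, 15 higher and 13 lower, with a score difference of 0.01 (permutation p = 0.835). Among 85 genes of mRNA splicing, LSM3 was higher by 0.38 (SE 0.16, unadjusted p = 0.0210) and HNRNPH3 differed by −0.47 (SE 0.26, unadjusted p = 0.0816). In this list 60 genes were lower in M, and the score differed by −0.07 (SE 0.07, permutation p = 0.373).

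DFFA, the inhibitor of the nuclease that cuts DNA in apoptosis, differed by −0.26 (SE 0.12, unadjusted p = 0.0345), and the 33 apoptosis genes, 21 of them lower, by −0.05 (SE 0.05, permutation p = 0.320). By the brightest probe set of each gene, TNF had the smallest p of 33 genes of NF-κB signalling, at −0.20 (SE 0.12, unadjusted p = 0.103). This list differed by −0.01 (permutation p = 0.825). In the proteasome, PSME3 differed by −0.24 (SE 0.15), 21 of 38 genes were higher, and the score differed by −0.03 (permutation p = 0.634), the median gene being higher by 0.01. In these lists 0 genes passed adjustment over all probe sets and 0 when adjusted over the list alone.

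Over-representation was tested among the genes with a probe set at an unadjusted p under 0.05 in M vs. N_1_, against all 12931 genes tested. The apoptosis list held 6 such genes where 1.43 are expected, with an EASE score of 0.0131 (adjusted 0.367) and a one-sided Fisher's exact p of 0.00264 (adjusted 0.0740). By the brightest probe set of each apoptosis gene, 1 was lower and 0 higher at that threshold. Oxidative phosphorylation held 4 where 3.04 are expected (EASE 0.591), splicing 5 where 3.69 are expected (EASE 0.507), antigen processing 3 where 1.21 are expected (EASE 0.344), ubiquitin conjugation 6 where 2.6 are expected (EASE 0.118, Fisher's exact p = 0.0450, adjusted 0.611) and the proteasome 0. Of the genes named in Table 1, 52 were tested and 27 were higher in M, by the brightest probe set of each. At these probe sets an unadjusted p under 0.05 was found for ADCY9 at −0.34, ANAPC4 at −0.25, CLC at 0.52 and RPS27 at 0.45. FASLG and NELFCD had one at another probe set. Of the Table 1 genes, 0 passed when adjusted over the list alone, by the brightest probe set. These genes were chosen by the study on these samples and are not independent evidence.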

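In novices after training, PMAIP1, which encodes the pro-apoptotic protein NOXA, had a log2 change of −0.47 (SE 0.17, unadjusted p = 0.0116 from limma), and TNFRSF10A, a death receptor, was higher by 0.24 (SE 0.10, unadjusted p = 0.0319). The 33 apoptosis genes together differed by −0.02 (two-sided permutation p = 0.717). MAP3K7, a kinase upstream of NF-κB, differed by −0.25 (SE 0.11, unadjusted p = 0.0355), and the NF-κB list had a permutation p of 0.967. The splicing genes SNRPA and SRRM2 were higher by 0.21 (SE 0.10, unadjusted p = 0.0408) and 0.37 (SE 0.17, unadjusted p = 0.0434), with 44 of 85 splicing genes higher and a score difference of 0.01 (permutation p = 0.828).

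NDUFA1 led the genes of oxidative phosphorylation, by the brightest probe set of each, at 0.23 (SE 0.15, unadjusted p = 0.141). This list, with 37 genes higher and 33 lower, differed by 0.02 (SE 0.07, permutation p = 0.774). HFE, an iron regulator related to class I antigen-presenting molecules, was higher by 0.21 at its brightest probe set (SE 0.10, unadjusted p = 0.0578). Of its 11 tested probe sets, 9 differed in the opposite direction. PSMC3 of the proteasome differed by −0.24 (SE 0.12, unadjusted p = 0.0561), and the antigen processing and proteasome lists had permutation p of 0.993 and 0.520. In each of these lists 0 genes passed when adjusted over the list alone.

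Among the 494 genes with a probe set at an unadjusted p under 0.05, apoptosis held 5 where 1.26 are expected (EASE score 0.0359, adjusted 0.335, one-sided Fisher's exact p = 0.00781, adjusted 0.0729). By the brightest probe set of each apoptosis gene, 1 was higher and 1 lower at that threshold. NF-κB signalling held 3 where 1.26 are expected (EASE 0.361), splicing 5 where 3.25 are expected (EASE 0.409), antigen processing 1, and oxidative phosphorylation and ribosomal proteins 0 each. By the brightest probe set of each, 31 of the 52 tested genes of Table 1 were higher after training. At these probe sets 0 had an unadjusted p under 0.05, while PSMB2 and FASLG had one at another probe set.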

Most are significant in both long-term (M vs. N_1_) and short-term (N_2_ vs. N_1_) practitioners of daily RR practice (see Table).

**Table 1:** Gene Ontology Categories

SELECTED GENE ONTOLOGY CATEGORY	Original Data-set (n = 58)		Validation Data-set (n = 16)	
	M vs. N1 (2209)	N2 vs. N1 (1561)	M vs. N1 (1846)	N2 vs. N1 (2390)
**OXIDATIVE PHOSPHORYLATION (84)**	20†	7	7	20†
	*ATP5E;ATP5L; COX5B, COX7B; NDUFB2; UCRC; UQCRB*	*ATP5E; NDUFB2; UQCRC2*	*ATP5L; NDUFB2; UQCRB*	*ATP5L; COX5B;COX7B; NDUFB2; UCRC; UQCRB;UQCRC2*
**UBIQUITIN-DEPENDENT PROTEIN CATABOLISM (127)**	19*	16*	21**	17
	*ANAPC4; PSMB2; PSMF1; USP14; USP48*	*PSMB2; PSMF1; USP14*	*ANAPC4; PSMB2; PSMF1; USP14; USP48*	*ANAPC4; PSMB1; USP48*
**NUCLEAR MESSENGER RNA SPLICING, VIA SPLICOSOME (127)**	22**	15*	18*	21*
	*HNRPH3; TARDBP; THOC2; U2AF2*	*HNRPH3; TARDBP; THOC2*	*TARDBP; THOC2; U2AF2*	*HNRPH3; THOC2; U2AF2*
**RIBOSOME (171)**	64‡	20*	31‡	33†
	*RPL13A; RPL23A; RPL37A; RPS27*	*RPL13A; RPL23A; RPL37A; RPS27*	*RPL13A; RPL37A; RPS27*	*RPL23A;RPL37A; RPS27*
**PRIMARY METABOLISM (6379)**	667‡	477‡	574†	694†
	*ADCY9; CLC; PCK2; PDHA1; SOD2*	*ADCY9; CLC; KLF6; PCK2; PDHA1*	*ADCY9; CLC*	*KLF6; SOD2*
**NEGATIVE REGULATION OF METABOLISM (238)**	31*	24*	30*	35*
	*HDAC8; MDM4; PPARD; TH1L*	*MDM4; SIRT2; TH1L; ZBTB16*	*ZBTB16*	*TH1L; ZBTB16*
**REGULATION OF APOPTOSIS (343)**	38	37**	48†	42
	*BIRC4; CFLAR; FAS; PRDX2; PRDX5*	*BIRC4; CFLAR; HSP90B1; PRDX2; PRDX3*	*CFLAR*	*CFLAR*
**REGULATION OF I-kB KINASE/NF-Κ B CASCADE (83)**	12	14**	14*	13
	*FASLG; HMOX1; TNFSF10*	*FASLG; IKBKE; TNFSF15; TRAF6*	*HMOX1*	*IKBKE*
**CYSTEINE-TYPE ENDO-PEPTIDASE ACTIVITY (105)**	16	13*	17*	18*
	*ATG4D; CASP2; CASP9*	*CASP2; CASP7; CTSB*	*CASP2; CTSB*	*ATG4D*
**ANTIGEN PROCESSING (34)**	9*	11‡	8*	13‡
	*HFE; HLAC; LRAP*	*HFE; HLAC*	*HFE; HLAC*	*HFE; LRAP*

Numbers in parentheses are the total number of genes per comparison for each data-set or the GO reference set. The number of differentially expressed genes with representative members in that GO category for each comparison and data-set are listed. Significance of EASE scores are indicated as follows: p<0.05^*^, p<0.01^**^, p<0.001^†^, p<0.0001^‡^.

Even though our analyses of differentially expressed genes and GO categories associated with RR practice meet widely accepted criteria for statistical significance, we were concerned about the relatively small fold changes that were observed (see Supplementary Methods). To address this issue we employed Gene Set Enrichment Analysis (GSEA). GSEA has proven to be useful for capturing subtle expression changes in complex gene signatures based on predefined gene sets or pathways [22]. As described above, we examined expression data for 2 comparisons, M vs. N_1_ and N_2_ vs. N_1_. The selected pathways or gene sets that are significantly enriched (False Discovery Rate (FDR)<50%, nominal p-value (NPV)< = 0.02) are shown in Figure 2, with gene sets for N_2_ vs. N_1_ and M vs. N_1_ in Fig 2A and Fig 2B respectively.

**Figure 2:**
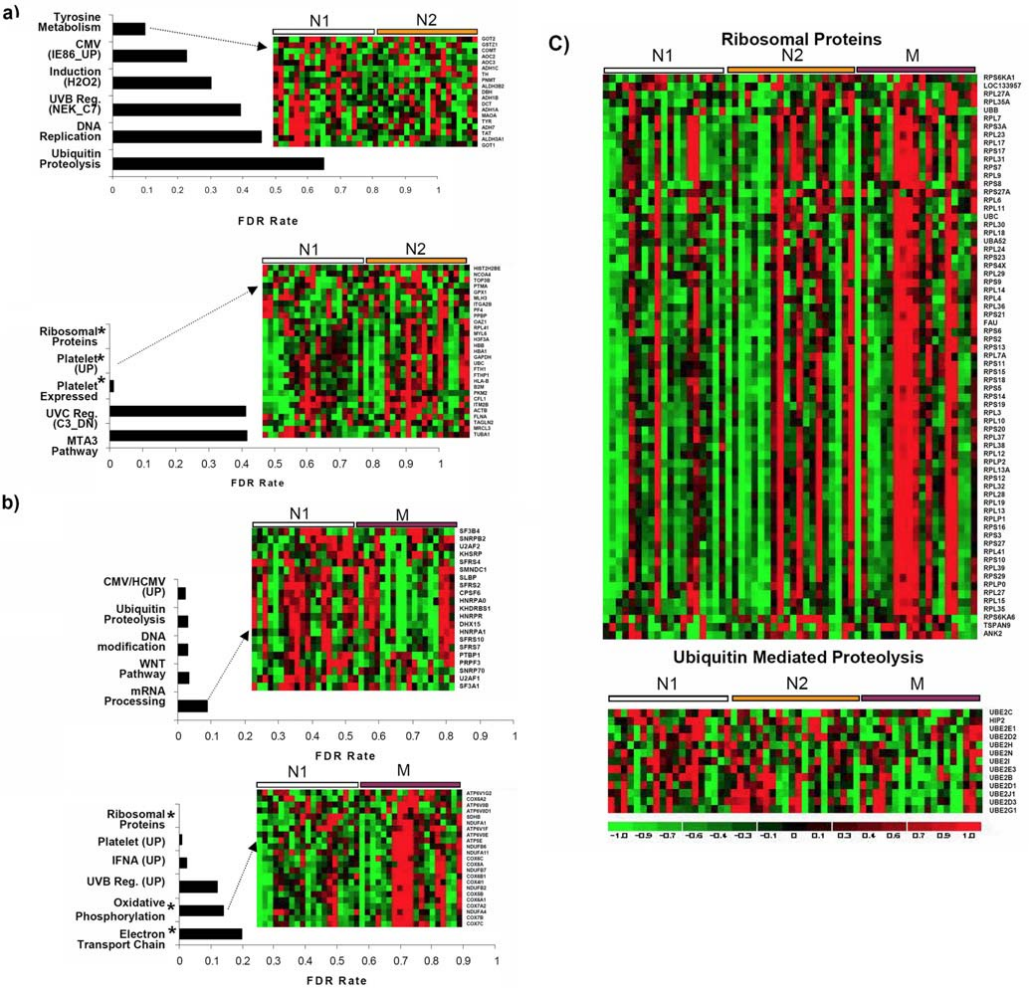
GSEA Analysis. The analysis has been performed for >1200 predefined datasets using GSEA 2.0 software. Signal values for each gene are obtained by collapsing the probe values using max_probe algorithm. Representative datasets, significantly enriched (FDR<50%, or NPV< = 0.01) between any two groups and corresponding heatmaps (depicting relative gene expression changes of core enrichment) are shown in a) N_2_ vs. N_1_ and b) M vs. N_1_. Datasets that are enriched in both the original and validation analyses are marked with *. c) Heatmaps of ribosomal proteins and ubiquitin mediated proteolysis illustrate transitional trends in gene expression across the N_1_, N_2_ and M groups.

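HSPB1, a small heat shock protein that protects cells under stress, was higher after training by 0.34 on the log2 scale (SE 0.12, unadjusted p = 0.0106 from limma), while HSP90B1, a chaperone of the endoplasmic reticulum, differed by −0.26 (SE 0.16, unadjusted p = 0.122). Of 28 genes of heat shock and chaperones, 14 were higher and 14 lower, and the difference of their score rounds to 0.00 (SE 0.06, two-sided permutation p = 0.997). FTL, the ferritin light chain, was higher by 0.24 (SE 0.14, unadjusted p = 0.108) and SOD2, the mitochondrial superoxide dismutase, by 0.14 (SE 0.24, unadjusted p = 0.564), and 25 of 43 genes of antioxidant defence were higher, with a permutation p of 0.998 for the list.

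NFKBIA and ZBTB16, both induced by glucocorticoids, were higher by 0.22 (SE 0.12, unadjusted p = 0.0835) and 0.18 (SE 0.12), and the 22 glucocorticoid targets together by 0.01 (permutation p = 0.869). The cytokine IL6 was higher by 0.28 (SE 0.24, unadjusted p = 0.255), CXCL10 differed by −0.18 (SE 0.13, unadjusted p = 0.174), and the 22 inflammatory cytokines differed by −0.02 (permutation p = 0.581). Among genes of metabolism, PCK2, a mitochondrial enzyme of glucose synthesis, was higher by 0.23 (SE 0.11, unadjusted p = 0.0527), and TYR, a tyrosinase, differed by −0.31 (SE 0.14, unadjusted p = 0.0335). The 16 genes of tyrosine metabolism differed by −0.06 (SE 0.06, permutation p = 0.359). After adjustment 0 of the 28 lists passed the permutation test in this comparison, and 0 genes of the lists named here passed when adjusted over the list alone. The gene sets of GSEA were not used here.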

GSEA analysis of N_2_ vs. N_1_ showed highly significant enrichment in gene sets related to various cellular stressors/stress responses and metabolism. 

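In group M, the mitochondrial thioredoxin TXN2 was higher than in N_1_ by 0.29 on the log2 scale (SE 0.14, unadjusted p = 0.0425 from limma) and FTL by 0.31 (SE 0.16, unadjusted p = 0.0586), and the antioxidant list was higher by 0.02 (SE 0.04, two-sided permutation p = 0.597), with 21 of 43 genes higher. SOD2 was higher by 0.31 (SE 0.20) and HMOX1, which degrades heme, differed by −0.16 (SE 0.17, unadjusted p = 0.332). HSPD1, a chaperone of mitochondria, differed by −0.29 (SE 0.17, unadjusted p = 0.0964), and the heat shock list by −0.05 (SE 0.09, permutation p = 0.533). The lymphotoxin gene LTB was higher by 0.34 (SE 0.17, unadjusted p = 0.0566), whereas the list of inflammatory cytokines differed by −0.03 (permutation p = 0.532). CXCR4 differed by −0.25 (SE 0.16, unadjusted p = 0.138) and the glucocorticoid targets by −0.04 (permutation p = 0.637), and AOC3 by −0.24 (SE 0.14, unadjusted p = 0.0956) and the genes of tyrosine metabolism by −0.02 (permutation p = 0.776). PCK2 was higher by 0.25 (SE 0.14, unadjusted p = 0.0730).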

To a pronounced degree these observations complement the results of GO analysis presented in the Table, also depicting significant alterations in cellular response to stress, oxidative and primary metabolism. The transition effect of the RR from novice to short term (8 weeks) to long term RR practitioners has been denoted through a colorgram of ribosomal proteins and ubiquitin mediated proteolysis gene sets (Fig. 2C). 

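RPS27 and RPL41, proteins of the small and the large ribosomal subunit, were higher in group M than in N_1_ by 0.45 (SE 0.21, unadjusted p = 0.0347 from limma) and 0.41 (SE 0.21, unadjusted p = 0.0529) on the log2 scale. After 8 weeks of training RPS27 was higher by 0.22 (SE 0.16, unadjusted p = 0.164) and RPL32 by 0.19 (SE 0.13, unadjusted p = 0.152). Of 53 ribosomal protein genes, 52 were higher in M than in N_1_, and 52 were higher in N_2_ than in N_1_. Their score was 12.78 ± 0.42 (SD, n = 19) in N_1_, 12.87 ± 0.52 (SD, n = 20) in N_2_ and 13.07 ± 0.55 (SD, n = 19) in M. The difference was 0.28 for M vs. N_1_ (SE 0.16, two-sided permutation p = 0.0855, adjusted p = 0.798), with 13 of 19 M arrays above the N_1_ median, and 0.12 for N_2_ vs. N_1_ (SE 0.14, permutation p = 0.392), with 12 of 19 pairs higher. UBE2C, a ubiquitin-conjugating enzyme of cell division, differed by −0.40 in M vs. N_1_ (SE 0.17, unadjusted p = 0.0230) and by −0.63 in N_2_ vs. N_1_ (SE 0.21, unadjusted p = 0.00656). UBE2E3, another conjugating enzyme, and FBXW11, a ubiquitin ligase subunit, differed by −0.35 (SE 0.14, unadjusted p = 0.0164) and −0.22 (SE 0.11, unadjusted p = 0.0412) in M vs. N_1_. Of 60 genes of ubiquitin conjugation, 43 were lower in M and 40 lower in N_2_, and the score differed from N_1_ by −0.07 (SE 0.05, permutation p = 0.194) and −0.04 (SE 0.05, permutation p = 0.497).

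Neither list passed the permutation test in either comparison, and 0 genes of either list passed when adjusted over the list alone. With camera at a preset correlation between genes, the ribosomal list passed in M vs. N_1_ (adjusted p = 9.82e-21, and adjusted p = 0.512 with an estimated correlation) and in N_2_ vs. N_1_ (adjusted p = 1.98e-08, and adjusted p = 0.966 with an estimated correlation). The ubiquitin list passed in M vs. N_1_ (adjusted p = 0.0294, and adjusted p = 0.737 with an estimated correlation). Within N_1_ alone, ribosomal scores spanned 12.12 to 13.53. With the 3'/5' ratio of the GAPDH control as a covariate, the ribosomal difference was 0.21 for M vs. N_1_ (permutation p = 0.103) and −0.05 for N_2_ vs. N_1_. After quantile normalization of the arrays it was 0.12 and 0.02. The paper states that ribosomal genes rise from novices to long-term practitioners, and that genes of ubiquitin mediated proteolysis tend in general the opposite way.

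**Figure D1:**
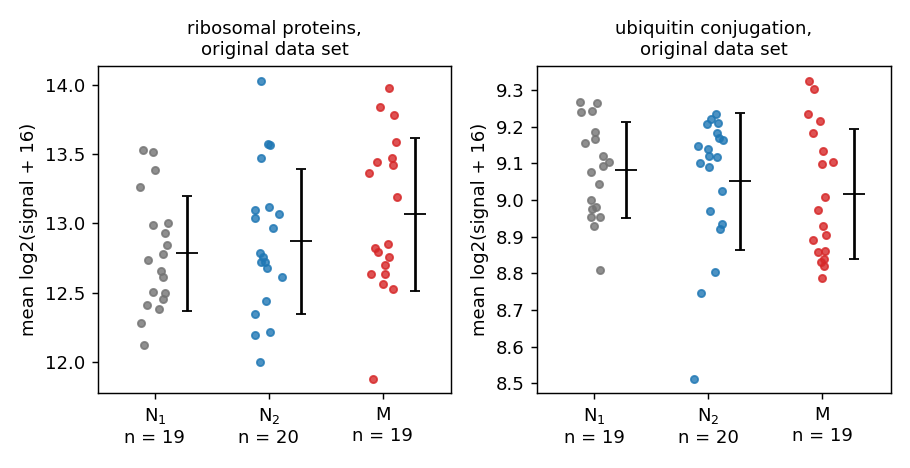
Scores of the ribosomal protein and ubiquitin conjugation lists, as mean log2(signal + 16) over the genes of each list, for each array of N_1_ (n = 19), N_2_ (n = 20) and M (n = 19). Points are arrays and bars are mean ± SD; the groups overlap, with N_2_ ribosomal scores from 12.00 to 14.03 and M scores from 11.88 to 13.97.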

Whereas expression of ribosomal genes is significantly upregulated in RR practitioners at 8 weeks and more pronounced in long term practitioners, ubiquitin mediated proteolysis gene expression in general shows an opposite trend. Closer inspection of the colorgrams for ribosomal proteins and Ub proteolysis gene sets shows some variation in the GEP in each subgroup (N_1_, N_2_ M). The GEP of a few N_1_ or N_2_ subjects resembles the GEP of M subjects and vice versa. To elucidate the association between GEP and subject characteristics (Race, Age, etc), we performed clustering of each subgroup separately (N_1_, M) using the enriched gene sets (Ribosomal and Ub Proteolysis). This analysis identified a subcluster in the N_2_ subgroup that has significant over-representation of Asian subjects (P value <0.05) when the clustering was performed using the ribosomal protein gene set. This observation needs further validation on a larger dataset as the current study contains only five Asian subjects. No other characteristic exhibited significant association with the ribosomal protein gene set. No significant association between the GEP profiles and subject characteristic was found when clustering was performed using the Ub proteolysis gene set. This analysis provides further insight into the stress response related genes that are influenced by RR practice.

### Independent validation set analysis

As a validation of our results, we repeated the experimental and analysis procedures defined in the “Methods” section on a new set of samples consisting of 5 N_1_, 5 N_2_ and 6 M subjects. 

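The validation data set was analysed on 14 arrays: 4 of group N_1_, 4 of group N_2_ and 6 of group M, with 4 novices measured before and after training. Arrays, signals and scaling were as in the original data set, and the filter was set within these 14 arrays, which kept 27306 probe sets with mean signals above 58.8, in 12667 genes. Scores of gene lists were compared by exact tests, two-sided, over all 210 divisions of 6 and 4 arrays for M vs. N_1_, and over all sign patterns of the 4 pairs for N_2_ vs. N_1_ (16 patterns), where the smallest p the design allows is 2 in 16. The small number of arrays limits the precision: the median standard error of a log2 difference was 0.36 for M vs. N_1_ and 0.39 for N_2_ vs. N_1_. The log2 3'/5' ratio of the GAPDH control averaged 0.50 in N_1_, 1.09 in N_2_ and 2.39 in M, and in 2 M arrays the ratio itself was above 16.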

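In the validation arrays CLC, the crystal protein of eosinophils and basophils, was higher in group M than in N_1_ by 1.15 on the log2 scale (SE 0.44), whereas the proteasome inhibitor gene PSMF1 and HMOX1 differed by −0.86 (SE 0.33) and −0.70 (SE 0.32). Between N_1_ and N_2_, the superoxide dismutase SOD2 was higher after training by 1.11 (SE 0.37), RPL37A of the large ribosomal subunit by 1.02 (SE 0.36) and the cytochrome c oxidase subunit COX7B by 1.06 (SE 0.53), while the chaperone HSP90B1 differed by −1.53 (SE 0.68). These genes are among those the paper names from the original data set.

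For M vs. N_1_, 0 of 27306 probe sets had an adjusted p under 0.05 in limma and 0 by the methods' t-test. At an unadjusted p under 0.05, limma gave 509, 192 higher and 317 lower, and the methods' t-test gave 574 on log2 values and 670 on linear signal. For N_2_ vs. N_1_, again 0 passed adjustment in limma and by the methods' paired t-test. In simulated data this comparison found 0 of 100 probe sets with a log2 change of 2, so its 0 cannot speak against changes. Limma gave 1625 at an unadjusted p under 0.05, 537 higher and 1088 lower. The methods' paired t-test gave 1355 on log2 values and 1462 on linear signal. The counts rest on few arrays: without 1 of the M arrays, M vs. N_1_ had 1180, without 1 of the N_1_ arrays 286 and without another 300, and without 1 of the 4 pairs N_2_ vs. N_1_ had 942. With limma's array weights, an option chosen after the data were seen, 1047 probe sets passed adjustment in N_2_ vs. N_1_, and the highest number among the other 7 sign patterns of the 4 pairs was 174.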

We found 1846 and 2390 probe sets differentially expressed between M vs. N_1_, and N_2_ vs. N_1_ groups. 

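Genes with a probe set at an unadjusted p under 0.05 in the same direction in both data sets for M vs. N_1_ were ANK1, which anchors the red cell skeleton, the eosinophil gene CLC, the interferon-induced PARP14, the histone demethylase KDM6B, the nucleotide hydrolase HINT1 and the kinase ITPKB, with ATXN1, GATAD2B, MACROH2A2, MLLT3 and SLC22A16. For N_2_ vs. N_1_ they included HBB, the beta chain of hemoglobin, higher by 0.32 (SE 0.16) in the original and by 1.62 in the validation arrays, the receptor TLR4, the ubiquitin ligase ITCH, the origin recognition gene ORC2 and the tyrosinase TYR. The list of erythroid genes did not rise with HBB: its score differed by 0.01 (SE 0.09) in the original pairs. In the validation pairs it differed by −0.16 (SE 0.55), with 26 of 38 genes lower. Genes outside the naming rule are listed here because they were shared, after their values were seen.

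Of the 25160 probe sets tested in both data sets, 666 and 455 had an unadjusted p under 0.05 in M vs. N_1_, and 13 were shared in direction, 7 higher and 6 lower, while 8 went in opposite directions. Independent lists would share 5.83. For N_2_ vs. N_1_ the numbers were 578 and 1454, with 41 shared, 11 higher and 30 lower, 12 opposite and 16.5 for independent lists. Without 1 of the 4 validation pairs, 19 were shared, and 12 without the individual as a block. Across all 25160 probe sets, which are not independent replicates, the correlation of log2 differences between the data sets was −0.081 for M vs. N_1_ and 0.071 for N_2_ vs. N_1_.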

The validation data-set showed a significant (p<10^−5^) number of genes in common with the original analysis of 58 samples. We also found that 70–75% of all GO categories from the original analysis were retained in the validation set (p ∼0), and 30–65% of significantly over-represented GO categories were shared. Of note, biologically relevant GO categories such as oxidative phosphorylation, regulation of apoptosis, and antigen presentation, come up as significantly over-represented in both the original and validation analyses. 

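NDUFB2, a subunit of respiratory complex I, was higher in the validation set by 0.62 (SE 0.39) in group M and by 0.96 (SE 0.47) after training, and COX5B by 0.34 (SE 0.44) and 0.79 (SE 0.38), on the log2 scale. CFLAR, an inhibitor of caspase activation, differed by −0.59 (SE 0.29) in M and −0.56 (SE 0.40) after training, and the death ligand TNFSF10 by −0.80 (SE 0.48) and −0.39 (SE 0.55). HLA-C, a class I antigen-presenting molecule, was higher by 0.13 (SE 0.40) and 0.76 (SE 0.36). In the original arrays CFLAR was higher by 0.11 in M (SE 0.11) and by 0.09 after training (SE 0.12) at its brightest probe set. Of the 13 CFLAR probe sets tested there, 7 in M and 6 after training differed in the opposite direction. TNFSF10 was higher there by 0.17 in M (SE 0.12) and differed by −0.08 after training (SE 0.12). NDUFB2, COX5B and HLA-C were higher in both original comparisons.

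Of 69 genes of oxidative phosphorylation, 0 had a probe set at an unadjusted p under 0.05 in M vs. N_1_, and 15 had one in N_2_ vs. N_1_, where 6.12 are expected (EASE score 0.00259, adjusted 0.0363, one-sided Fisher's exact p = 0.000883, adjusted 0.0124). These counts take any probe set of a gene. By the brightest probe set of each gene, 7 passed that threshold in N_2_ vs. N_1_, all higher. Apoptosis held 2 of 33 genes in M vs. N_1_, where 1.02 are expected (Fisher's exact p = 0.272), and 5 in N_2_ vs. N_1_, where 2.93 are expected (Fisher's exact p = 0.164). Antigen processing held 2 of 28 genes in M vs. N_1_, where 0.867 are expected (Fisher's exact p = 0.214), and 1 in N_2_ vs. N_1_, where 2.48 are expected (Fisher's exact p = 0.926). As list scores, the apoptosis genes differed by −0.04 in M vs. N_1_ (SE 0.09, exact p = 0.762) and 0.07 in N_2_ vs. N_1_ (SE 0.05, exact p = 0.5), and the antigen processing genes by −0.20 (SE 0.14, exact p = 0.210) and 0.20 (SE 0.18, exact p = 0.375). The score of oxidative phosphorylation was higher by 0.25 in M vs. N_1_ (SE 0.23, exact p = 0.352) and by 0.53 in N_2_ vs. N_1_ (SE 0.18). For N_2_ vs. N_1_ its exact p was the smallest that 4 pairs allow, so the test could not pass. Camera with an estimated correlation gave it an adjusted p of 0.634 there. Genes of 1 list vary together from array to array, which Fisher's exact test and the EASE score do not take into account.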

Results of the validation set and comparison analyses can be found in the online supplementary data. In addition, validation GSEA analysis on N_2_ vs. N_1_ subjects shows enrichment of ribosomal proteins and platelet expressed gene sets and enrichment of ribosomal proteins, oxidative phosphorylation and electron transport chain gene sets in M vs. N_1_ subjects (Fig. 2A and 2B). 

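In the validation arrays RPS27 was higher in N_2_ than in N_1_ by 1.61 on the log2 scale (SE 0.58), RPLP1, an acidic protein of the large ribosomal subunit, by 1.19 and RPL32 by 0.94. All 53 ribosomal protein genes were higher after training, 31 of them at an unadjusted p under 0.05, and the score was higher by 1.11 (SE 0.51) and in 4 of 4 pairs, with the smallest exact p that 4 pairs allow. One N_2_ array had a ribosomal score of 14.97, beside 11.88 to 13.11 in the others. That array also had the highest T cell score of the 4 N_2_ arrays, at 9.70, and the lowest erythroid score, at 8.12. Its technical measures stood apart as well. Its spike-in controls were at 16.45, beside 11.09 to 13.47 in the others, and its total signal of 22717778 was the highest. Its GAPDH log2 3'/5' ratio was also the highest of the 4, at 2.17. Without the pair of this array the ribosomal score was higher by 0.66. The T cell score was higher after training by 0.23 (SE 0.07) and in 4 of 4 pairs. In the same pairs total signal was higher by 3633493.9 (SE 1684976.0, with the smallest exact p of 4 pairs) and the spike-in controls by 1.83 (SE 0.95, exact p = 0.250). In M vs. N_1_ RPS27 was higher by 0.96 (SE 0.52) and RPS21 by 0.63, and 52 of 53 genes were higher. The score was higher by 0.52 (SE 0.39, exact p = 0.210), with 4 of 6 M arrays above the N_1_ median. The highest M score, 13.75, came from 1 of the 2 M arrays with a GAPDH 3'/5' ratio above 16 (log2 ratio 5.81). That array also had the highest oxidative phosphorylation score of M, at 10.48. The other such array (log2 ratio 6.73) had a ribosomal score of 12.12. For oxidative phosphorylation 62 of 69 genes were higher in each comparison, and the score was higher by 0.25 in M (SE 0.23, exact p = 0.352) and by 0.53 after training (SE 0.18, higher in 4 of 4 pairs, again with the smallest exact p possible). The 28 platelet genes, 9 higher and 19 lower in both comparisons, differed by −0.15 in N_2_ vs. N_1_ (SE 0.16, a shift as large in 10 of 16 sign patterns of the exact test) and by −0.15 in M vs. N_1_ (SE 0.22, exact p = 0.524).

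After adjustment over the 28 lists, 0 lists passed the exact test in either comparison, and with 4 pairs none could in N_2_ vs. N_1_. Of the genes of these lists, 0 passed when adjusted over the list alone. The score was higher by 0.66 to 1.42 for ribosomal proteins when 1 pair was left out. Camera with a preset correlation called ribosomal proteins and oxidative phosphorylation in both comparisons: in M vs. N_1_ their adjusted p was 1.99e-16 and 9.45e-07 (each adjusted p = 0.861 with an estimated correlation), and in N_2_ vs. N_1_ it was 8.97e-34 and 1.42e-16 (each adjusted p = 0.634 with an estimated correlation). Among genes with a probe set at an unadjusted p under 0.05 in N_2_ vs. N_1_ were 35 of the 53 ribosomal protein genes, where 4.70 are expected (one-sided Fisher's exact p = 1.25e-24, adjusted 3.50e-23). From the similarity of the enriched gene sets between the data sets, the paper reasons against chance as their source.

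**Figure D2:**
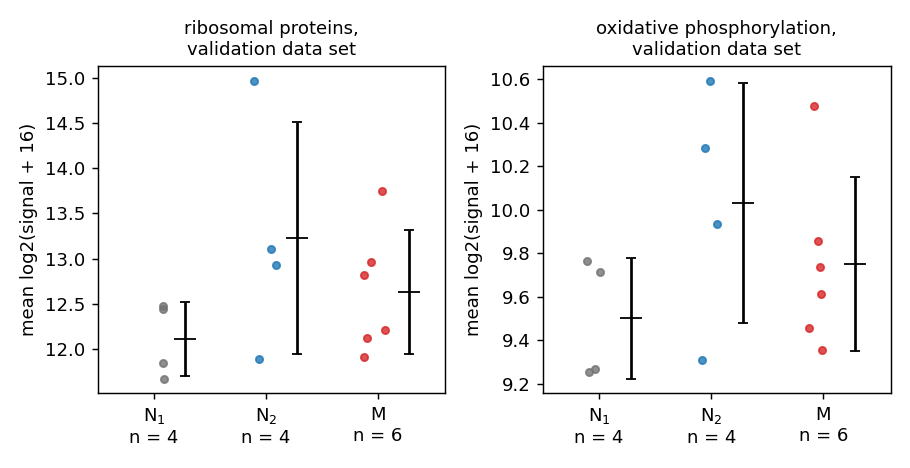
Scores of the ribosomal protein and oxidative phosphorylation lists, as mean log2(signal + 16) over the genes of each list, for each validation array of N_1_ (n = 4), N_2_ (n = 4) and M (n = 6). Points are arrays and bars are mean ± SD; ribosomal scores average 12.11 in N_1_, 13.22 in N_2_ and 12.63 in M.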

The similarities between the original and validation results from GSEA analysis argues against random chance accounting for the observed enrichment of these gene sets.

## Discussion

Results from our study indicate that there are distinct differences in the GEPs between individuals with many years of RR practice (group M) and those without such experience (group N_1_). Furthermore we find significant GEP changes within the same individuals before (N_1_) and after 8 weeks of RR training (N_2_). Finally, the changes in GEP found in M vs. N_1_, and those of N_2_ vs. N_1,_ are to a great degree similar when assessed by analysis of differentially expressed genes, GO analysis and GSEA.

It is becoming increasingly clear that psychosocial stress can manifest as system-wide perturbations of cellular processes, generally increasing oxidative stress and promoting a pro-inflammatory milieu [23]–[25]. Stress associated changes in peripheral blood leukocyte expression of single genes have been identified [26]–[28]. More recently, chronic psychosocial stress has been associated with accelerated aging at the cellular level. Specifically, shortened telomeres, low telomerase activity, decreased anti-oxidant capacity and increased oxidative stress are correlated with increased psychosocial stress [29] and with increased vulnerability to a variety of disease states [30]. Stress-related changes in GEP have been demonstrated by microarray analysis in healthy subjects, including up-regulation of several cytokines/chemokines and their receptors [31], and in individuals suffering from post-traumatic stress disorder, including inflammation, apoptosis and stress response [32] as well as metabolism and RNA processing pathways [33]. The pro-inflammatory transcription factor NF-kappa B (NF-κB) which is activated by psychosocial stress has been identified as a potential link between stress and oxidative cellular activation [34].

The RR is clinically effective for ameliorating symptoms in a variety of stress-related disorders including cardiovascular, autoimmune and other inflammatory conditions and pain [15]. We hypothesize that RR elicitation is associated with systemic gene expression changes in molecular and biochemical pathways involved in cellular metabolism, oxidative phosphorylation/generation of reactive oxygen species and response to oxidative stress and that these changes to some degree serve to ameliorate the negative impact of stress. Genome-wide evaluation of PBL GEP is a reasonable approach to survey the transcriptional changes that are involved in elicitation of the RR. The GEP of RR practitioners presented here reveals altered gene expression in specific functional groups which suggest a greater capacity to respond to oxidative stress and the associated cellular damage. 

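COX7B, a subunit of cytochrome c oxidase, was 8.32 ± 0.78 (SD, n = 19) in N_1_ and 8.76 ± 0.95 (SD, n = 19) in group M on the log2 scale. The difference of 0.44 (SE 0.27, unadjusted p = 0.103 from limma) did not pass, with 13 of 19 M arrays above the N_1_ median. After training COX7B differed by −0.06 (SE 0.20, unadjusted p = 0.774), higher in 11 of 19 pairs. UQCRB, a subunit of respiratory complex III, was higher by 0.03 in M (SE 0.31, unadjusted p = 0.929) and by 0.26 in N_2_ (SE 0.28, unadjusted p = 0.358) at its brightest probe set, and in 11 of 19 pairs. CASP2, a caspase of the stress-induced apoptosis pathway, differed by −0.10 in M (SE 0.10, unadjusted p = 0.346) and by −0.04 in N_2_ (SE 0.11, unadjusted p = 0.688) at its brightest probe set, with 5 of 19 M arrays above the N_1_ median and 8 of 19 pairs higher. Of the 4 tested CASP2 probe sets, 2 differed in the direction opposite to the brightest.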

Genes including COX7B, UQCRB and CASP2 change in opposite direction from that in the stress response [31], [32].

Our findings are relatively consistent with those found in a study of Qi Gong [17], a practice that elicits the RR. In their study of 6 Qi Gong practitioners and 6 aged matched controls, practitioners had down-regulation of ubiquitin, proteasome, ribosomal protein and stress response genes and mixed up- and down-regulation of genes involved in apoptosis and immune function. We find a similar pattern of GO categories that are significantly over-represented in GO or enriched in GSEA in our cross sectional comparison, M vs. N_1_. However, in our data-set ribosomal proteins were up-regulated.

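RPS21 and RPL39, proteins of the small and the large subunit of the cytosolic ribosome, were higher in group M than in N_1_ by 0.53 (SE 0.24, unadjusted p = 0.0312 from limma) and 0.48 (SE 0.23, unadjusted p = 0.0382) on the log2 scale. Among proteins of the mitochondrial ribosome, MRPS25 was higher by 0.22 (SE 0.11, unadjusted p = 0.0638) and MRPS31 differed by −0.37 (SE 0.22, unadjusted p = 0.101). Of 68 mitochondrial ribosomal protein genes, 47 were higher in M and 21 lower, and their score was higher by 0.04 (SE 0.07, two-sided permutation p = 0.514). After training this list differed by −0.01 (permutation p = 0.795). The direction for cytosolic ribosomal proteins in M vs. N_1_ was the same in both data sets together, where the score was higher by 0.33 and did not pass after adjustment.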

Overall, similar genomic pattern changes occurred in practitioners of a specific mind body technique (Qi Gong) as well as in our long-term practitioners who utilized different RR practices including Vipassna, mantra, mindfulness or transcendental meditation, breath focus, Kripalu or Kundalini Yoga, and repetitive prayer. This indicates there is a common RR state regardless of the techniques used to elicit it.

Our study is the first to prospectively evaluate GEP changes in individuals before and after a short-term (8 week) RR training which consequently enables an appreciation of the parallel GEP changes that occur with short- and/or long-term RR practice. Replications in larger cohorts are warranted. Future investigations could better define the therapeutic value and required duration of RR training to counter stress-related disorders.

## Materials and Methods

### Participants

Nineteen healthy practitioners of various RR eliciting techniques (including several types of meditation, Yoga, and repetitive prayer) participated (M group; n = 19). Years of practice averaged 9.4 years (5.0 sd) and ranged from 4 to 20 years. Twenty individuals without any prior RR eliciting experience served as controls (N group; n = 20).. As shown in Table 2, the M and N groups are matched with respect to age, gender, race, height, weight, and marital status, which do not exhibit significant difference between the groups (p>0.05, t- and chi-square test).

**Table 2:** Demographics

	N group	M group	p-value
**Age**	36.68±6.22-3	37.21±6.93	0.81
**Race**	**10** White, **4** Asian,	**16** White, **1** Asian,	0.15
	**3** African American,	**2** African American,	
	**2** Hispanic	**0** Hispanic	
**Gender**	**9** Male, **10** Female	**9** Male, **10** Female	1.0
**Height**	66.32±3.73	68.79±4.22	0.06
**Weight**	152.47±24.40	153.58±16.82	0.87
**Marital Status**	**4** Married, **1** Widowed,	**5** Married, **0** Widowed,	0.73
	**3** Seperated/Divorced,	**4** Seperated/Divorced,	
	**11** Never Married	**10** Never Married	

The demographic characteristics for the N and M groups. The age, height, and weight p-values were calculated using t-test, whereas the race, gender, and marital status p-values were calculated using chi-square test. There were no significant differences across the groups

### Protocol

The study protocol was approved by the Committee on Clinical Investigations at the Beth Israel Deaconess Medical Center (BIDMC), Boston MA. All subjects provided written informed consent and the study was conducted in the General Clinical Research Center (GCRC) of the BIDMC. After providing written informed consent, participants were screened by a physician and had blood drawn to ensure good health. All participants completed a testing session in the GCRC. N_1_ (novice) subjects had 8-weeks of RR training, listened to a 20-minute RR-eliciting CD daily and returned to the GCRC for a repeat testing session (hereafter classified as the N_2_ group).

### Relaxation-Response Training

N subjects received 8 weeks of RR training. Training included information about reducing daily stress, and a 20-minute elicitation of the RR [35]. Subjects randomized to the RR group received 8 weekly individual RR-training sessions from an experienced clinician as per our manualized research protocol [35]. The first session provided an educational overview of the stress response and the RR, instructions on how to elicit the RR, and a 20-minute guided RR experience. Sessions 2 through 8 consisted of a review of the subject's home practice card for compliance and a 20-minute guided RR experience.

During the RR elicitation in the weekly session, the subject was guided through a RR sequence including: diaphragmatic breathing, body scan, as well as mantra and mindfulness meditation, while subjects passively ignored intrusive thoughts. The specific CD guided the subject through the same sequence and has our clinical research studies and clinical practice for more than 15 years [35]. Subjects were asked to listen to the RR-eliciting CD once a day for 20 minutes at home.

To measure compliance, participants' daily home practice logs were reviewed each week and at the end of the 8 week training. These logs indicate that N subjects listened for an average of 17.5 minutes per day (3.7 sd) over 8-weeks.

### Microarray Analysis

Following previously described protocols, the transcriptional profile of samples were probed using Affymetrix HG-U 133 Plus 2.0 chips representing over 47,000 transcripts and variants using more than 54,000 probesets. Scanned image output files were visually examined for major chip defects and hybridization artifacts and then analyzed with Affymetrix GeneChip Microarray Analysis Suite 5.0 (MAS5) software (Affymetrix). The image from each chip was scaled such that the 2% trimmed mean intensity value for all arrays was adjusted to target intensity and reported as a non-negative quantity. Chips used for subsequent analysis consisted of 19 M, 19 N_1_ and 20 N_2_ samples (one chip from the N_1_ group had insufficient signal values). A hierarchical clustering technique was used to construct an Unweighted Pair Group Method with Arithmetic-mean (UPGMA) tree using Pearson's correlation as the metric of similarity [36]. The expression data matrix was row-normalized for each gene prior to the application of average linkage clustering. When comparing 2 groups of samples to identify genes enriched in a given group, we used combination of three criteria. We considered genes with significantly different expression across the two groups using t-test (p<0.05) that further remained significant at a 5% false discovery rate (FDR) using permutation testing with 1,000 permutations [37], [38]. In order to finalize a set of genes significantly up-regulated in a given group compared to another group, among the genes that passed the aforementioned steps, we filtered the ones that are “present” in at least half of the samples in the enriched group using Affymetrix' MAS5 Presence/Absence (P/A) calls. We used a paired t-test when comparing samples in groups N_1_ and N_2_.

**Data deposition:** All data sets have been deposited in the Gene Expression Omnibus, www.ncbi.nlm.nih.gov/geo (accession nos. GSE10041 and GSM253663-253734).

### Gene Ontology and Gene Set Enrichment Analyses

Differentially expressed genes between the 3 groups (N_2_ vs. N_1_, M vs. N_1_ and M vs. N_2_) were separately analyzed using EASE to identify biologically relevant categories that are over-represented in the input set [21]. EASE analyses tested each list against all genes on the chip and overrepresentation describes a group of genes belonging to a certain GO category that appear more often in the given input list than expected to occur if the distribution were random. GO categories that had EASE scores of 0.05 or lower were selected as significantly over-represented. Gene Set Enrichment Analysis (GSEA 2.0 package http://www.broad.mit.edu/gsea/) was used to determine whether an *a priori* defined set of genes showed statistically significant, concordant differences between 2 groups (N_2_ vs. N_1_, and M vs. N_1_) in the context of known biological pathways. We tested expression values of all the genes in the relevant sample groups against 1687 gene sets obtained from the MSigDB2.0 for enrichment belonging to various metabolic pathways, chromosomal locations and functional sets (gene sets related to cancer/cancer cells are not included). The enriched gene sets have nominal p-value (NPV) less than 1% and False Discovery Rate (FDR) <50% after 100 random permutations. These criteria ensure that there is minimal chance of identifying false positives.

**Supplementary Methods** are located at http://bidmcgenomics.org/MIND_BODY_RR/(Login: benson) (Password: test1).

How the deposited data were processed for this re-analysis (not part of the article)

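Whole blood RNA was measured on Affymetrix HG-U133 Plus 2.0 arrays in 3 groups: novices before training (N_1_), the same novices after 8 weeks of training (N_2_), and long-term practitioners (M). The original data set holds 19, 20 and 19 arrays of these groups and the validation data set 4, 4 and 6, which makes 72 arrays in total. The paper gives 5, 5 and 6 for the validation data set. Individuals are matched between N_1_ and N_2_ by the labels of the samples, which gives 19 pairs in the original and 4 in the validation data set.

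The deposited values are signal intensities on a linear scale, 1 per probe set and array, made by the authors with the Affymetrix MAS5 software. The authors corrected background and summarized the probes of each probe set within each array, and scaled each array to the same mean after trimming of 2% at each end. That trimmed mean is close to 149.5 in all 72 arrays, and no further normalization was applied. The mean total signal of an array was 13971545.4 in N_1_, 14393521.9 in N_2_ and 14758759.3 in M of the original data set, and the median signal was 63.6, 64.9 and 66.1. Gene names come from the platform's table and were matched to current RefSeq symbols. Of 54675 probe sets, 62 are controls, and of the other 54613, 41091 carry 1 symbol, 1801 several and 11721 none.

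Signals were transformed to log2(signal + 16), and the upper 50% of probe sets by mean log2 value within each data set were tested, 27306 in each. Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with the individual as a block for N_2_ vs. N_1_, and adjusted by the Benjamini-Hochberg method at 0.05. Tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The t-tests of the paper's methods, unpaired or paired, were run on log2 values and on linear signal beside limma. There were 28 lists of genes with 1185 entries in total, fixed from general knowledge, and some genes stand in several lists. For each list, the score of an array is the mean log2 value over the list with the brightest probe set per gene. Scores were compared by permutation of arrays or of signs within pairs (100000 resamples, 10000 with a covariate), and exactly in the validation data set. The lists were ribosomal proteins, mitochondrial ribosomal proteins, oxidative phosphorylation, ubiquitin conjugation, proteasome, mRNA splicing, antigen processing, NF-κB signalling, apoptosis, antioxidant defence, heat shock, immediate early genes, inflammatory cytokines, glucocorticoid targets, type I interferon, DNA replication, tyrosine metabolism, platelets, erythroid cells, neutrophils, immature neutrophil granules, eosinophils and basophils, monocytes, T cells, cytotoxic lymphocytes, B cells, plasma cells and housekeeping controls. Over-representation of a list among genes with an unadjusted p under 0.05 was tested with Fisher's exact test, one-sided, and with the EASE score, which removes 1 gene from the overlap. A Dixon test at 0.05 searched each validation group for an array far from the others.

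Genes are named by a rule: for M vs. N_1_ and N_2_ vs. N_1_, the 8 genes with the most positive and the 8 with the most negative moderated statistic, by the probe set with the smallest p, every gene the paper names, by its brightest probe set, and the 4 members of each list with the largest absolute moderated statistic. Genes of the Y chromosome and XIST were left out, and a few further genes are not reported here. The genes in the paper's figures and tables were chosen by the study on these samples. The comparisons, lists, naming rule and a first set of alternatives were fixed before the data were examined.

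The analysis was tested on simulated data with 200 changed probe sets of 27306, 100 at a log2 change of 1 and 100 at 2. In M vs. N_1_ 84 and 100 of these were found with 9 false calls, in N_2_ vs. N_1_ 84 and 100 with 17, in M vs. N_2_ 84 and 100 with 9, in validation M vs. N_1_ 1 and 52 with 1, and in validation N_2_ vs. N_1_ 0 and 0 with 0. The pairing was checked by the correlation of values, centred by group, between the arrays of an individual: 7 of 19 N_2_ arrays correlate best with their own N_1_ array, with a median correlation of 0.215 for own and −0.008 for other arrays, and 1 of 4 in the validation data set, where the medians are 0.019 and −0.013 and the pairing is not seen in the values. The number of arrays limits the precision.

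Alternatives tried were pseudocounts of 1 and 64, quantile normalization, no filter, the upper 30%, a filter on the group with the higher mean, the t-tests above, a trended and robust prior, no block, the individual as a random block, both data sets together, the 3'/5' ratio of the GAPDH control as a covariate, all probe sets of a list, camera with a preset and with an estimated correlation, fry, leaving out each validation array or pair, and genes in place of probe sets. Others were added after the data were seen: without the 2 least correlated arrays, without the 2 M validation arrays of highest GAPDH ratio, array weights, the ACTB ratio as a covariate, the GAPDH ratio in the validation data set, and probe sets with several symbols. The present calls of the methods, the gene sets of the Gene Ontology and of GSEA, and the supplementary web site were not used here.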

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

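The comparison of shares of lower probe sets in the validation data set was chosen after the results were seen. A search of 33 measures in the 3 validation groups for an array far from the others gave 7 of 99 tests past the threshold, where 4.95 are expected by chance, about 1 in 20.

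In N_1_ of the validation data set 1 array stood above the others in the apoptosis score, at 9.04 beside 8.91 to 8.92 (Dixon ratio 0.932). In N_1_ also, 1 array was highest in the DNA replication score, at 7.72 beside 7.55 to 7.57 (ratio 0.874), and 1 was lowest in the erythroid score, at 9.54 beside 9.78 to 9.80 (ratio 0.901). In M 1 array was highest in antioxidant defence, at 9.73 beside 9.23 to 9.36 (ratio 0.733), and 1 was lowest in the T cell score, at 9.06 beside 9.43 to 9.49 (ratio 0.850). The M array highest in antioxidant defence also had the highest spike-in controls, at 14.72 beside 11.25 to 12.48 (ratio 0.646). Its total signal was 17876856 beside 12633128 to 13895229 (ratio 0.759), and its GAPDH log2 3'/5' ratio was 5.81.

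Ribosomal protein scores differ by a factor of 2.65 within N_1_, 4.09 within N_2_ and 4.27 within M. Over the 38 M and N_1_ arrays with group means removed, the score correlates with the GAPDH 3'/5' ratio, a measure of RNA quality, at r = 0.655 (95% interval 0.424 to 0.806, permutation p = 1e-05), and the tables hold nothing against a part of RNA quality in this spread. The T cell score correlates at r = 0.360 (95% interval 0.0460 to 0.610, permutation p = 0.0262), which leaves the share of T cells undecided, and the erythroid score at r = 0.122 (95% interval −0.206 to 0.425), which argues against reticulocytes. RNA quality and biology may both contribute, and the GAPDH ratio differed little between M and N_1_ (0.18, permutation p = 0.471). The ACTB 3'/5' ratio correlates with the score at r = 0.757 (95% interval 0.577 to 0.867, permutation p = 1e-05), above the value for GAPDH. The ACTB ratio was higher in M by 0.24 (permutation p = 0.646) and the spike-in controls by 0.40 (permutation p = 0.0654, adjusted p = 0.163). A correlation of the score with the spike-in controls was not tested. Total signal was higher in M by 787213.9 (permutation p = 0.0565, adjusted p = 0.163). The order of cause between ribosomal transcripts and RNA quality stays open.

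In validation N_2_ vs. N_1_, 0.670 of the probe sets at an unadjusted p under 0.05 were lower after training. After quantile normalization the share was 0.572, and without 1 of the 4 pairs it was at least 0.540. Neither value returns the share to even, so the signal distribution of the arrays and a single pair could each carry a part of it. The combination of both was not tested.

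The counts were set beside those of 100 other divisions of the same arrays, the real one included. At an adjusted p under 0.05 the real count is 0, which every division reaches, so these divisions say nothing about chance: 100 of 100 did so in M vs. N_1_ (highest other 0), N_2_ vs. N_1_ (highest other 1), M vs. N_2_ (highest other 1) and validation M vs. N_1_ (highest other 84). At an unadjusted p under 0.05, 84 of 100 reached the real 755 in M vs. N_1_ (highest other 4277), 97 the 658 in N_2_ vs. N_1_ (highest other 4955), 88 the 637 in M vs. N_2_ (highest other 4606) and 72 the 509 in validation M vs. N_1_ (highest other 5671), and 35 the 13 probe sets shared between the data sets for M vs. N_1_ (highest other 81), so chance cannot be excluded for these unadjusted and shared counts. Why some divisions call several times the real count was not tested.

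Validation N_2_ vs. N_1_ allows 8 divisions, too few to judge: 8 of 8 reached the real adjusted count of 0, as any must (highest other 0), 3 of 8 the 1625 at an unadjusted p under 0.05 (highest other 2271), and 1 of 8, the real one, the 41 shared with the original data set (highest other 25).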

How the results depend on the processing

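Array weights, covariates of the ACTB ratio and of the GAPDH ratio in the validation data set, probe sets with several symbols and the leaving out of doubtful arrays were chosen after the results were seen. In the main setting no probe set passed adjustment in limma and no list passed the permutation test. There was thus no passing result of these whose direction could turn. Of 1876 list values under alternatives 32 passed where the list did not pass before, and among values that did not pass, the sign turned in 165 list values and in 248 of 7797 gene values. The adjusted counts were 0 under every alternative but array weights. For the counts below the cause was not tested. The number of arrays limits the precision.

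Without a filter, the probe sets at an unadjusted p under 0.05 were 1992 (M vs. N_1_), 1814 (N_2_ vs. N_1_), 1608 (M vs. N_2_), 1417 and 3517 (validation M vs. N_1_ and N_2_ vs. N_1_), those shared 271 (M and N_2_ vs. N_1_) and 380 (M vs. both), and those shared between the data sets 33 and 103. With the upper 30% they were 406, 308, 287, 294 and 760, with 32, 75, 8 and 21 shared. The N_2_ vs. N_1_ probe sets shared between the data sets were 20 by the methods' paired t-test on log2 values and 26 as genes.

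Without the replicate block of the paired individuals, N_2_ vs. N_1_ had 342, with 48 shared with M vs. N_1_ 12 shared between the data sets and 0 in all 3 comparisons (0 also with the individual as a random block), and the block changed no adjusted count or list call. Both data sets together gave 1071 for N_2_ vs. N_1_ and 154 shared. With the ACTB ratio as a covariate beside the block, N_2_ vs. N_1_ had 1287, and 1 list passed, the immature neutrophil granule genes at −0.26 (permutation p = 0.00160, adjusted p = 0.0448). With the GAPDH ratio in the validation data set, 23 were shared between the data sets for N_2_ vs. N_1_.

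Camera with a preset correlation called 11 lists in M vs. N_1_, 4 in N_2_ vs. N_1_, 7 in validation M vs. N_1_ and 9 in validation N_2_ vs. N_1_, and with an estimated correlation 0, as did fry. These calls include ribosomal proteins (0.28, 0.12, 0.52 and 1.11), oxidative phosphorylation (0.073 in M vs. N_1_, 0.25 and 0.53 in the validation set) and ubiquitin conjugation (−0.066 in M vs. N_1_).

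Without the 2 least correlated arrays 277 were shared by M vs. both novice groups. With array weights validation M vs. N_1_ had 1266, and validation N_2_ vs. N_1_ 6000, of which 1047 passed adjustment, with 30 and 98 shared between the data sets. Leaving out 1 validation array gave 286 (1 N_1_ array) to 1180 (1 M array) in M vs. N_1_, and 1 pair 942 to 1910 in N_2_ vs. N_1_, with 19 to 47 of these shared between the data sets.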

Differences from the paper's values

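The paper's values were compared with the counts fixed before the data were examined, and only the alternatives named as added were chosen after the results were seen. The thresholds differ: the paper required a t-test p under 0.05, a false discovery rate of 5% from permutations and present calls, while the counts here use limma and a filter on mean signal, at an unadjusted and at an adjusted p under 0.05. A value counts as different where it and the paper's differ by a ratio above 1.5.

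For M vs. N_1_ the paper gives 2209 (1275 higher, 934 lower), beside 755 (415 higher, 340 lower) here at an unadjusted p under 0.05. For N_2_ vs. N_1_ the paper gives 1561 (874 higher, 687 lower), beside 658 (325 higher, 333 lower). For the validation data set the paper gives 1846 for M vs. N_1_, beside 509, and 2390 for N_2_ vs. N_1_, beside 1625, which is within that ratio, but these groups are unlike: the paper has 5 N_1_, 5 N_2_ and 6 M subjects, and the counts here come from 4, 4 and 6 arrays. The 1625 leaves the ratio with the methods' paired t-test (1355 on log2 values, 1462 on linear signal), pseudocounts of 1 and 64 (1468 and 1548), quantile normalization (1540), the upper 30% (760), a trended and robust prior (1480), no block (1223), genes in place of probe sets (1124) and without 1 of 2 pairs (1281 and 942). It stays within it with no filter (3517), the filter on the group with the higher mean (2401) and without either other pair (1887 and 1910). At an adjusted p under 0.05 the counts here are 0 beside the paper's 2209, 1561, 1846 and 2390. For validation N_2_ vs. N_1_ the count of 0 cannot show a difference from the paper. In simulated data that comparison found 0 of 100 probe sets with a log2 change of 2. At a log2 change of 1, validation M vs. N_1_ found 1 of 100, and M vs. N_1_ and N_2_ vs. N_1_ found 84 each. Smaller changes were not simulated. The median change at an unadjusted p under 0.05 was 0.40 for M vs. N_1_ and 0.37 for N_2_ vs. N_1_. The other counts of 0 thus do not exclude changes of that size.

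The paper gives 316 higher and 279 lower genes shared by M vs. N_1_ and M vs. N_2_, beside 95 and 61 here, and 260 higher and 168 lower shared by M vs. N_1_ and N_2_ vs. N_1_, beside 47 and 31. It gives 15 genes in all 3 comparisons, beside 2 probe sets here.

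Among the alternatives set before the data were examined, no filter comes within that ratio for M vs. N_1_ (1992, with 1393 higher), N_2_ vs. N_1_ (1814, with 1059 higher and 755 lower), validation M vs. N_1_ (1417) and the shared higher genes (291 and 198). Both data sets together do so for N_2_ vs. N_1_ (1071, with 686 lower), and the GAPDH ratio as a covariate for N_2_ vs. N_1_ lower (459). No alternative does so for M vs. N_1_ lower (599 without a filter), the shared lower genes (89 and 73 without a filter) or the genes in all 3 comparisons. Pseudocounts, quantile normalization, the upper 30%, the methods' t-tests, the other priors and blocks and genes in place of probe sets leave each difference, and all adjusted counts stay 0.

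The paper reports ribosomal proteins as enriched among higher genes, and here their shift has that direction in each comparison without passing the permutation test, but is −0.05 in N_2_ vs. N_1_ with the GAPDH ratio as a covariate. The paper's text reports platelet genes as enriched in validation N_2_ vs. N_1_ without a direction. The shift here is −0.15, which is therefore not shown to differ.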

Other observations

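None of the lists in these first paragraphs was chosen after the results were seen. Genes of DNA replication, which act when cells divide, had negative shifts in both original comparisons with N_1_, neither of which passed after adjustment: CDC7, a kinase that starts replication, differed by −0.43 in M (SE 0.17, unadjusted p = 0.0159 from limma) and GINS3, a part of the replicative helicase, by −0.57 (SE 0.23, unadjusted p = 0.0182), and after training MCM6, another helicase subunit, by −0.26 (SE 0.09, unadjusted p = 0.0105) and ORC4, which marks origins, by −0.33 (SE 0.13, unadjusted p = 0.0164). Of 39 genes, 30 were lower in M and 28 in N_2_, and the score differed by −0.08 in M (SE 0.03, two-sided permutation p = 0.0250, adjusted p = 0.699) and by −0.07 in N_2_ (SE 0.03, permutation p = 0.0254). Both comparisons use the same N_1_ arrays, and in the validation pairs the score differed by −0.06 (SE 0.02, exact p = 0.250), and in validation M vs. N_1_ by 0.02 (SE 0.05, exact p = 0.624), with 22 of 37 genes higher and 5 of 6 M arrays above the N_1_ median.

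Of 12 granule genes of immature neutrophils, 8 were lower and 4 higher after training: MPO, the myeloperoxidase, differed by −0.42 (SE 0.17, unadjusted p = 0.0182), MS4A3 by −0.42 (SE 0.16, unadjusted p = 0.0131), TCN1 by −0.28 (SE 0.11, unadjusted p = 0.0147) and CEACAM8 by −0.34 (SE 0.15, unadjusted p = 0.0312). Their score differed by −0.15 (SE 0.08, permutation p = 0.0761, adjusted p = 0.998) and by 0.13 in the validation pairs (SE 0.09, exact p = 0.250). Of these genes, 4 were among those with an unadjusted p under 0.05 where 0.458 are expected (one-sided Fisher's exact p = 0.000815, adjusted 0.0228, EASE score 0.00942, adjusted 0.264). Camera with a preset correlation called these 12 genes after training (adjusted p = 0.00669, and adjusted p = 0.666 with an estimated correlation). In M they differed by −0.20 (SE 0.16, permutation p = 0.223), and in validation M vs. N_1_ by 0.18 (SE 0.31, exact p = 0.557), with 10 of 14 genes higher. Plasma cell genes did not pass in M, with IGLL5, an immunoglobulin light chain gene, at −0.45 (SE 0.18, unadjusted p = 0.0140), 16 of 18 genes lower, a shift of −0.13 (SE 0.07, permutation p = 0.0626) and 2 of 19 M arrays above the N_1_ median. After training this list differed by −0.04 (permutation p = 0.358).

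Interferon targets were higher in M for 37 of 45 genes, with SIGLEC1, a macrophage adhesion receptor, at 0.40 (SE 0.15, unadjusted p = 0.0104), and the list shifted by 0.15 (SE 0.14, permutation p = 0.305), with 9 of 19 M arrays above the N_1_ median and 3 M arrays, at 10.20 to 10.39, above the highest N_1_ score of 9.81. The shift was −0.12 in validation M vs. N_1_ (SE 0.16, exact p = 0.505). After training in the original data set the list differed by −0.01 (permutation p = 0.887). In the validation pairs it was higher by 0.36 (SE 0.43, exact p = 0.875), with 37 of 43 genes and 2 of 4 pairs higher. There 1 N_2_ array had a score of 10.64. Immediate early genes were lower in M for 21 of 29, with ZFP36, which destabilizes cytokine transcripts, at −0.35 (SE 0.15, unadjusted p = 0.0302) and FOS at −0.73 (SE 0.41, unadjusted p = 0.0791), a shift of −0.12 (SE 0.08, permutation p = 0.118), beside −0.04 after training (permutation p = 0.672).

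Lists of blood cell types shifted as follows in M and after training: neutrophils 0.09 and 0.01 (permutation p = 0.490 and 0.901), with S100A9 and S100A8 higher in M by 0.38 and 0.39, monocytes −0.01 and 0.03 (p = 0.943 and 0.699), T cells −0.01 and 0.01 (p = 0.886 and 0.805), B cells −0.10 and 0.04 (p = 0.365 and 0.457), cytotoxic lymphocytes −0.05 and −0.07 (p = 0.633 and 0.182). GZMB, a granzyme, differed by −0.28 after training (SE 0.10, unadjusted p = 0.00821). Platelets shifted by 0.04 in M (p = 0.772), erythroid cells by 0.03 and 0.01 (p = 0.843 and 0.928), eosinophils and basophils by 0.04 and −0.02 (p = 0.646 and 0.759), and housekeeping controls by 0.03 and 0.03 (p = 0.662 and 0.463). For all 28 lists 0 passed the permutation test after adjustment.

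In the validation data set erythroid genes were lower in M for 34 of 38, with a shift of −0.48 (SE 0.34, exact p = 0.195), and 9 of them were among the genes with an unadjusted p under 0.05, where 1.18 are expected (one-sided Fisher's exact p = 1.75e-06, adjusted 4.89e-05, EASE score 1.70e-05, adjusted 0.000475). Camera with a preset correlation called this list (adjusted p = 4.20e-08, and adjusted p = 0.861 with an estimated correlation). One M array had a score of 8.18 beside 9.04 to 9.98 in the others, and so contributed to the negative shift. That array had the highest GAPDH log2 3'/5' ratio of M, at 6.73, and a median signal of 34.1 beside 57.5 to 79.8. The other M array with a ratio above 16 had the highest erythroid score, 9.98. T cell genes were higher by 0.25 in M (SE 0.12, exact p = 0.0667) and by 0.23 after training (SE 0.07, in 4 of 4 pairs). Of 56 differences of list shifts between the data sets, 0 passed adjustment and 3 had an unadjusted p under 0.05, all in N_2_ vs. N_1_: ribosomal proteins by 0.99 (exact p = 0.0172, adjusted 0.160), oxidative phosphorylation by 0.51 (exact p = 0.00587, adjusted 0.103) and mitochondrial ribosomal proteins by 0.34 (exact p = 0.00734, adjusted 0.103).

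The GAPDH log2 3'/5' ratio averaged 1.63 in N_1_, 1.90 in N_2_ and 1.80 in M of the original data set, with a difference of 0.32 in the pairs (permutation p = 0.0760, adjusted p = 0.121). In the same pairs the spike-in controls were higher by 0.44 (permutation p = 0.0467, adjusted p = 0.121) and the ACTB ratio by 0.71 (permutation p = 0.0967, adjusted p = 0.121).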
